A study of Mus musculus with 15 samples.

How the data were processed

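Poly(A) RNA was sequenced from 15 cultures of the mouse podocyte line SVI as stranded paired-end libraries on an Illumina instrument, per the labels' protocols. The gene table holds raw counts that the authors deposited for 55416 Ensembl mouse gene identifiers. The values are whole numbers that sum to between 172.2 and 396.7 M (megacounts) per sample. The transcript table holds TPM values for 140789 Ensembl transcripts that the authors deposited. Each column sums to the same total, so it carries no depth, and the name of the deposited file calls the values salmon output. Neither the labels nor the file headers state the aligner, the versions, the genome build, the annotation, the strand setting of the counting or whether a read pair was counted once. Coordinates are therefore not printed. The GENCODE M21 annotation was used for gene symbols, transcript types, the links of transcripts to genes, length and GC content, and it matched 52135 genes and 137189 transcripts. Counts of unmatched genes took at most 0.181% of a sample, and matched transcripts took between 99.12% and 99.34% of the TPM.

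Groups came from the sample titles: low stretch (n = 6) and unstretched (n = 3) in experiment 1, high stretch (n = 3) and unstretched (n = 3) in experiment 2. The study's design text gives single deflections for each amplitude where the sample labels give ranges. Replicate numbers come from the titles, which share the numbers 1 to 3 across groups, and nothing in the labels states that they pair cultures. Runs of neighbouring plate positions come from the codes in the sample descriptions and hold 1 unstretched sample each. In experiment 2 the runs and the replicate numbers are the same.

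Genes were tested with edgeR 4.0.16 in R 4.3.3: TMM normalization, the filterByExpr filter on low counts, estimateDisp, and the quasi-likelihood F test (glmQLFit and glmQLFTest) with Benjamini-Hochberg adjustment at 0.05. Each stretched group was fitted with the unstretched samples of its own experiment. The difference between the stretch effects was a contrast of 4 group means over all 15 samples, and the unstretched groups were compared with each other in a fit of their own. The standard error of a log2 fold change was its size divided by the square root of F. CPM values used TMM-scaled library sizes, and principal components used log2 CPM with a prior count of 2. The CPM of Xist and of the immediate early genes, and the mixing shares, used total counts without TMM scaling instead. Gene sets were tested with edgeR's fry. Their members were a list of podocyte genes, a list of YAP target genes and a list of splicing regulators.

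Transcript usage was tested with limma 3.58.1 (lmFit, and eBayes with a trend) on log2((transcript TPM + 0.1) / (TPM of the gene's other transcripts + 0.1)). Transcripts were tested where the gene had a mean of at least 1 TPM and the transcript a mean fraction from 0.05 to 0.95. An exact 0 in these TPM values can be a failed estimate, so such transcripts are described as listed at 0. Shares of TPM by transcript type were compared with two-sided exact permutation tests.

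Named genes followed a rule: per stretch comparison, the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a mean of at least 1 CPM, a symbol and no overlap between the groups, and the 3 lowest p-values for the difference between effects. Genes chosen in advance whatever their values included Nphs1, Synpo, Wt1, Ccn1, Ccn2, Ankrd1, Myl6 and Shroom3. Named transcripts were the 5 with the largest change in fraction among those that passed without overlap, at most 1 per gene, and the Myl6 and Shroom3 transcript with the largest change. Groups, tests, this rule and most alternatives were fixed before the data were examined.

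The alternatives were DESeq2 1.42.0 with its own size factors, RLE size factors, no filter or a mean count of at least 100, all 15 samples in one fit, pooled unstretched samples, blocks on replicate number or plate run, and each sample left out in turn. For type shares they were transcripts with a mean of at least 1 TPM, exclusion of the 10 highest transcripts and pairing by replicate number. For usage they were pseudocounts of 0.01 and 1 TPM, a minimum of 5 TPM per gene, no filter, fractions on the linear scale and limma's diffSplice. Corrections for GC content and gene length, alone or with a block, a fit restricted to transcripts above 0 in every sample, a permutation of type shares within plate runs and a plate run block in the set tests were added after the data were seen. The corrections used a lowess trend (span 0.3) of each sample's deviation, and at least 98.84% of the genes tested in a stretch comparison had a GC value.

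The tests were tested on simulated data. This simulation was added after the data had been analysed, and no test was changed after it. Simulated samples varied independently, whereas real samples of the same plate run deviated together. Each changed gene had a mean of at least 1 CPM. The shares recovered in the simulation therefore need not hold for the real data. With 200 genes changed by 2 on the log2 scale, the gene test recovered 99.5% of them among 21391 genes in the low-stretch design and 97.5% among 18249 genes in the high-stretch design, with 10 and 9 false calls. The contrast of effects recovered 95.5% among 21514 genes, with 15 false calls. The usage test recovered 87.5% of 200 transcripts changed by 3 on the log2 scale among 27265 transcripts in the low-stretch design, 80.0% among 22751 in the high-stretch design and 86.0% among 25625 for the contrast of effects, with 5, 10 and 11 false calls. The fry test gave p-values of 6.87e-07 and 0.00101 for a simulated shifted set and of 0.34 and 0.435 for an unshifted one. No sample was left out of the comparisons, and 0 columns of the tables had no sample.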

Results

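RNA from 15 cultures of SVI cells was sequenced. SVI is a conditionally immortalised mouse podocyte line, and podocytes are the epithelial cells that cover the capillaries of the kidney glomerulus. The cells were differentiated, grown on flexible silicone membranes and either left unstretched or stretched mechanically, to study gene expression and alternative splicing under a load that models high pressure in the glomerulus. Experiment 1 held 6 low-stretch and 3 unstretched cultures, and experiment 2 held 3 high-stretch and 3 unstretched cultures. The sample labels give a membrane deflection of 5 to 6 mm for low stretch, whereas the high-stretch cultures had a larger one. Amplitude and experiment were therefore the same split of the stretched samples, and each stretched group was compared with the unstretched cultures of its own experiment.

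The gene table held counts for 55416 genes and the transcript table held TPM, an abundance scaled to transcript length and library size, for 140789 transcripts. Total gene counts, in megacounts (M), ranged from 262.0 to 396.7 M in the 6 low-stretch samples and from 279.1 to 294.6 M in the 3 unstretched samples of experiment 1. In experiment 2 the totals ranged from 178.2 to 297.6 M in the 3 high-stretch samples and from 172.2 to 264.5 M in the 3 unstretched samples. Mitochondrial genes took 4.18% ± 0.616 (SD, n = 6) of the counts under low stretch and 4.18% ± 0.492 (SD, n = 3) in the unstretched samples beside it. The same share was 1.37% ± 0.248 (SD, n = 3) under high stretch and 1.77% ± 0.746 (SD, n = 3) in the unstretched samples of experiment 2.

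The first principal component of log2 CPM (counts scaled to library size) over 22015 genes held 70.2% of the variance and separated the experiments, and the second held 12.5% and separated stretched from unstretched samples within each experiment. Unstretched replicate 3 of experiment 2 had a first-component score of 32.48, against 121.4 and 162.6 for replicates 1 and 2 of its group.

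**Figure D1:**
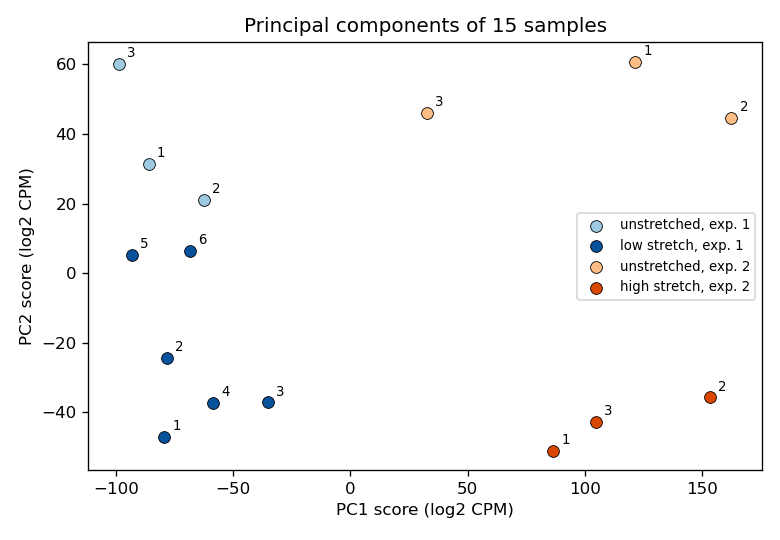
First (x axis) and second (y axis) principal component scores of log2 CPM for the 15 samples, colored by group and numbered by replicate. The experiments lie apart on the first component, which held 70.2% of the variance, and within each experiment every stretched sample lies below every unstretched sample on the second.

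The baseline of the experiments was compared in the unstretched cells. edgeR's quasi-likelihood test gave an adjusted p under 0.05 for 12941 of 20707 genes, of which 6160 were higher and 6781 lower in experiment 2. The groups did not overlap for 15099 genes, or 72.9%, where chance gives 10%. A correction for the GC content of the genes moved this count most among the settings that kept all samples, to 9280 genes.

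Low stretch was compared with no stretch in experiment 1. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave an adjusted p under 0.05 for 1181 of 21672 genes, 400 higher and 781 lower under stretch. A change beyond 1 on the log2 scale was found for 77 of the higher and 383 of the lower genes. The 6 stretched and 3 unstretched samples did not overlap for 3267 genes, or 15.1%, where chance gives 2.38%. With the replicate number as a block, which leaves out low-stretch replicates 4 to 6, 490 genes passed, and samples sharing a number did not deviate together (mean correlation across genes -0.0723, range -0.447 to 0.376). Samples in the same run of neighbouring plate positions did deviate together, with a mean correlation of 0.449 against -0.223 for samples of different runs. With those runs as a block 6106 genes passed, 2972 higher and 3134 lower, and all 1181 genes of the fit without a block were among them. DESeq2 called 2837 genes, 1314 of them higher, and the setting that moved the count most, the plate position block with a gene length correction, gave 6520.

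Of the genes picked by the rule fixed in advance, Il11 (ENSMUSG00000004371) rose most under low stretch, to 10.5 ± 6.66 CPM (SD, n = 6) from 1.37 ± 0.95 CPM (SD, n = 3), a log2 fold change of 2.94 with a standard error of 0.72 and an edgeR adjusted p of 0.0419. The other 4 largest rises were Fam189a1 (log2 fold change 2.84), Serpinb9b (2.73), Cmah (2.33) and Il1rl1 (2.32), with edgeR adjusted p-values of 0.0101, 0.0329, 0.00314 and 0.00486. Cnmd (ENSMUSG00000022025) fell most, to 0.56 ± 0.339 CPM (SD, n = 6) from 6.52 ± 3.45 CPM (SD, n = 3), a log2 fold change of -3.54 with a standard error of 0.52 and an edgeR adjusted p of 0.00628. Adamtsl1, Cldn19, Egr2 and Chst1 followed with log2 fold changes of -3.52, -2.97, -2.96 and -2.96 and edgeR adjusted p-values of 0.00248, 0.0219, 0.00348 and 0.0136. In the 9 fits that each left out a sample, none of these 10 genes changed sign. Il11 kept an adjusted p under 0.05 in 2 of those fits and Serpinb9b in 4, while Cmah, Il1rl1, Cnmd, Adamtsl1 and Egr2 kept it in all 9.

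High stretch was compared with no stretch in experiment 2. The edgeR test gave an adjusted p under 0.05 for 643 of 18524 genes, 243 higher and 400 lower under stretch, and 591 of them changed by more than 1 on the log2 scale. The groups did not overlap for 3865 genes, or 20.9%, where chance gives 10%. With the replicate number as a block, 1546 genes passed, all 643 among them, and samples sharing a number had a mean correlation of 0.227 (range -0.267 to 0.609) across genes. Block and GC correction together gave 2457 genes. The count ranged from 14 to 1421 over the 6 fits that each left out a sample, the lower end without high-stretch replicate 3 and the upper end without unstretched replicate 3.

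Mcpt8 (ENSMUSG00000022157) rose most under high stretch, to 2.50 ± 0.879 CPM (SD, n = 3) from 0.168 ± 0.194 CPM (SD, n = 3), a log2 fold change of 3.98 with a standard error of 0.84 and an edgeR adjusted p of 0.0457. Fam189a1 (log2 fold change 3.70), Sprr2g (3.43), Il11 (3.41) and Serpinb9b (3.36) followed, with edgeR adjusted p-values of 0.0227, 0.0113, 0.0105 and 0.0116. Sprr2g is annotated as a polymorphic pseudogene of a multigene family, so its count is uncertain. Serpina3n (ENSMUSG00000021091) fell most, to 0.048 ± 0.0286 CPM (SD, n = 3) from 2.54 ± 0.36 CPM (SD, n = 3), a log2 fold change of -5.80 with a standard error of 0.43 and an edgeR adjusted p of 0.00246. Cnmd (-5.72), Gm13398 (-5.38), C3 (-5.36) and C4b (-4.97) followed on the log2 scale, with edgeR adjusted p-values of 0.00246, 0.00246, 0.00824 and 0.00452. Gm13398 is a predicted antisense gene whose count is uncertain because no strand setting is stated, and the counts of Serpina3n and C4b are uncertain because close paralogs can share their reads. No sign changed in the 6 fits that each left out a sample. Serpina3n, Cnmd and Gm13398 passed in all 6 fits, C3 and C4b in 5, Sprr2g, Il11 and Serpinb9b in 4, Fam189a1 in 3 and Mcpt8 in 2.

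Genes fixed in advance for their place in podocytes or in the response to mechanical load were examined, and of those given here Ccn2 and Wt1 passed under high stretch and none under low stretch in the edgeR fit chosen in advance. Ccn2 rose to 1356 ± 149 CPM (SD, n = 3) under high stretch from 312.5 ± 95.5 CPM (SD, n = 3), a log2 fold change of 2.12 with a standard error of 0.27 and an edgeR adjusted p of 0.00877. Under low stretch its log2 fold change was 1.36, with a standard error of 0.53 and an edgeR adjusted p of 0.154. Wt1 fell by 2.36 on the log2 scale under high stretch, with a standard error of 0.45 and an edgeR adjusted p of 0.0311. Under low stretch it fell by 1.16, with a standard error of 0.33 and an edgeR adjusted p of 0.0688. In the 6 fits of experiment 2 that each left out a sample, Ccn2 passed in 4 and Wt1 in 2. The edgeR test of the difference between the stretch effects gave an adjusted p of 1.0 for both genes. Shroom3, Ankrd1, Myl6, Ccn1, Synpo and Nphs1 had edgeR adjusted p-values of 0.18, 0.208, 0.259, 0.894, 0.545 and 0.40 under low stretch and of 0.236, 0.217, 0.695, 0.953, 0.994 and 0.892 under high stretch. These calls depend on the setting: over 12 alternatives in edgeR or DESeq2, the low-stretch adjusted p ranged from 0.000331 to 0.151 for Ccn2, from 0.0084 to 0.272 for Shroom3, from 0.0119 to 0.556 for Myl6 and from 0.00157 to 0.351 for Ankrd1, each under 0.05 in the 3 fits with the plate position block. For Wt1 it ranged from 0.000826 to 0.17 and was under 0.05 in 6 of the edgeR or DESeq2 alternatives, those 3 among them. Under high stretch Ankrd1 had an edgeR or DESeq2 adjusted p from 0.00965 to 0.441, under 0.05 only with the block, which is the same for replicate numbers and plate runs there, alone or with a GC or length correction.

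**Figure D2:**
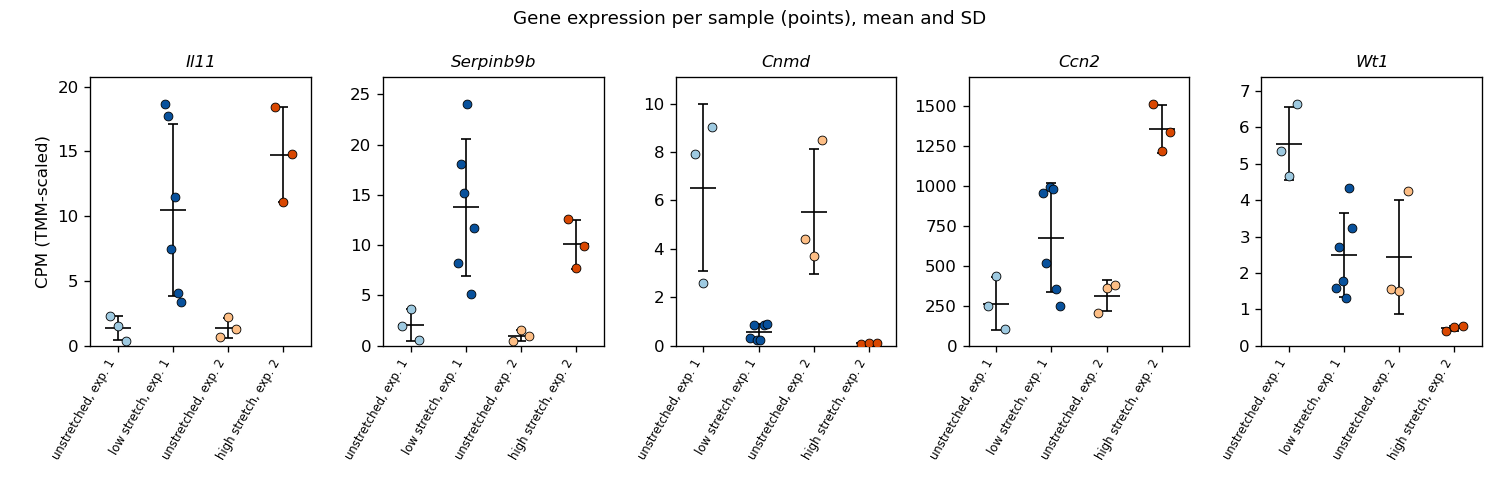
Expression of Il11, Serpinb9b, Cnmd, Ccn2 and Wt1 in CPM (y axes, from 0) in the 4 groups (x axes); each point is a sample, and bars give the mean and SD. Ccn2 lies between 1217 and 1513 CPM in the 3 high-stretch samples and between 202.8 and 377.2 CPM in the unstretched samples of that experiment.

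The stretch effects were then set side by side. Among the 18403 genes tested in both comparisons, 280 passed in both with the same sign, 64 higher and 216 lower, and 0 passed with opposite signs, where independent calls would share 20.3 with the same sign. Of 1098 genes called under low stretch, 1084 (98.7%) had the same sign under high stretch. Of 636 genes called under high stretch, 635 (99.8%) had the same sign under low stretch. Across genes, which are not independent replicates, the log2 fold changes had a Pearson correlation of 0.816 and a Spearman correlation of 0.705. The absolute change was larger under high stretch for 733 of the 1098 genes called under low stretch (66.8%), for 624 of the 636 called under high stretch (98.1%) and for 11891 of all 18403 genes (64.6%). A choice of genes by their calls favours the comparison that called them, and smaller groups spread the values of all genes, so these counts do not test a difference in size. With the replicate number as a block, 396 genes were shared. DESeq2 gave 835 shared genes, and the block on plate positions, which moved this count most, gave 1296.

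**Figure D3:**
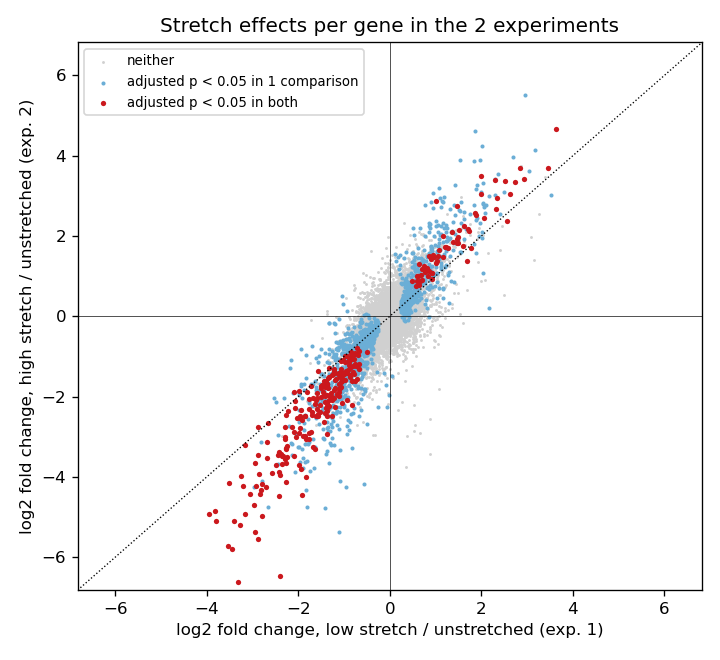
Log2 fold change of each gene under low stretch in experiment 1 (x axis) and under high stretch in experiment 2 (y axis), with a dotted line where they are equal. The 280 genes that passed in both comparisons, in red, all lie in the quadrants of equal sign.

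The difference between the stretch effects was tested in one fit of all 15 samples. No gene passed: 0 of 22015 genes had an edgeR adjusted p under 0.05, and 547 had an unadjusted p under 0.05. That is a smaller share than the 0.05 that chance gives, and with the plate position block 1414 genes had such a p. The fit without a block may thus be too strict, and its 0 calls do not show that the effects were equal. The 3 lowest p-values belonged to S100a7a, Sdcbp2 and Ptgds, whose log2 differences were 1.20, 1.97 and -3.34, each with an edgeR adjusted p of 1.0. With the replicate number as a block the count was 0 as well. With the plate position block it was 3, and those genes, named after their values were seen, were Gm13398 (-4.24), C3 (-2.32) and Clu (-1.61), with edgeR adjusted p-values of 0.0015, 0.0122 and 0.0275, against 1.0 for each without a block.

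Gene sets fixed in advance were tested with edgeR's fry, adjusted over 3 sets and 2 comparisons. The podocyte set, with 19 of 24 genes tested, had a directional adjusted p of 0.0108 for a fall under low stretch, at a mean log2 fold change of -0.117, with 10 of the genes higher. With the replicate number as a block, at the mean same-number correlation of -0.0723 across genes, the mean was -0.123 and the fry adjusted p was 0.153, where the alternatives of this result ranged from 0.00688 to 0.332. The plate position block, added to the set tests after the data were seen, gave a mean of -0.137 and a fry adjusted p of 0.00688 for this set under low stretch, and 0.745 for the YAP target genes and 0.593 for the splicing regulators. Under high stretch the fry adjusted p was 0.199 at a mean of -0.193, and the replicate block (mean same-number correlation 0.227) gave a mean of -0.162, and the difference between the stretch effects had an adjusted p of 0.99. The YAP target set, genes driven by a transcription coactivator that responds to mechanical load, had adjusted p-values of 0.967 and 0.545 under low and high stretch, at means of 0.0989 and 0.221, or 0.141 and 0.249 with the replicate block. For the splicing regulators the values were 0.545 and 0.967, at means of -0.00929 and -0.0313, or -0.0320 and -0.000533 with the replicate block. The fry test that ignores direction gave adjusted p-values of 0.00237 and 0.00289 for the podocyte set, 0.00503 and 0.0014 for the YAP target set and 0.0358 and 0.386 for the splicing regulators. This test asks whether members of a set change, and does not compare them with other genes. Among all genes tested, 5104 of 21672 under low and 2705 of 18524 under high stretch had an unadjusted edgeR p under 0.05. These p-values therefore do not show a response specific to a set.

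Transcript usage was tested with limma on the log2 ratio of a transcript's TPM to the TPM of its gene's other transcripts, with a pseudocount of 0.1 TPM. For a low transcript the pseudocount can shrink a change of usage. It also lets a change of the gene's expression alone move the ratio, so a call there need not be a change of usage. Under low stretch, 4 of 27720 transcripts had an adjusted p under 0.05, and 2777 had an unadjusted p under 0.05. With the replicate number as a block (mean same-number correlation -0.0723 across genes), 0 transcripts passed, and with the plate position block 37 passed. The setting without a filter on low values moved the count most, to 91. The transcript ENSMUST00000131086 of Arhgap22 made up 13.2% ± 1.95 (SD, n = 6) of its gene's TPM under low stretch and 3.22% ± 1.29 (SD, n = 3) in the unstretched cells, with a limma adjusted p of 0.0401. ENSMUST00000004145 of Stat5a took 9.11% ± 1.8 (SD, n = 6) under low stretch and 23.1% ± 2.01 (SD, n = 3) without stretch, with a limma adjusted p of 0.0401. ENSMUST00000220322 of C230072F16Rik, a transcript of a predicted gene and therefore uncertain, took 3.03% ± 1.93 (SD, n = 6) and 17.7% ± 2.51 (SD, n = 3), with a limma adjusted p of 0.0401. Its TPM lay between 0.0124 and 0.124 in the 6 low-stretch samples, near or below the pseudocount. ENSMUST00000140554 of Rita1 was listed at 0 in all 3 unstretched samples and at 7.45% to 11.3% of its gene in the 6 low-stretch samples, with a limma adjusted p of 0.000105. In the 9 fits that each left out a sample, the Rita1 transcript passed in all 9 and each of the other transcripts in 1. Of these genes, 3 also passed for expression, where a Fisher's exact test over 9171 genes gave an odds ratio of 44.4 and a p of 0.000974. The overlap was 0 genes at a pseudocount of 0.01 and 40 at a pseudocount of 1 (Fisher p 1.81e-36). In one fit of all 15 samples it was 1 gene (Fisher p 0.122). Both calls use the same libraries, and expression can enter the ratio through the pseudocount, so the overlap does not show a biological link.

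Under high stretch, 0 of 23408 transcripts passed, 1881 had an unadjusted p under 0.05 and the lowest limma adjusted p was 0.0953. Accordingly, 0 genes were called for both usage and expression. The replicate block, at a mean same-number correlation of 0.227 across genes, also gave 0 transcripts, and one fit of all 15 samples gave 242. ENSMUST00000131086 of Arhgap22, among the 3 transcripts with the lowest p and named for that after its value was seen, took 22.3% ± 4.22 (SD, n = 3) of its gene under high stretch and 3.07% ± 0.582 (SD, n = 3) without stretch, with a limma adjusted p of 0.0953. The others were ENSMUST00000087684 of Rgs12, at 3.48% ± 0.686 (SD, n = 3) against 20.2% ± 2.69 (SD, n = 3), and ENSMUST00000129393 of Smyd3, which was listed at 0 in all 3 unstretched samples. Over 10 limma alternatives, the adjusted p of ENSMUST00000131086 ranged from 0.00014 to 0.528 and was under 0.05 in 3. That of ENSMUST00000087684 ranged from 0.00022 to 0.528 and was under 0.05 in 3 of 10. For ENSMUST00000129393 it ranged from 7.9e-10 to 0.528 over 9 alternatives and was under 0.05 in 2.

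Transcripts of Myl6 and Shroom3 were reported whatever their values. ENSMUST00000164181 of Myl6 took 65.2% ± 6.31 (SD, n = 6) of its gene under low stretch and 51.6% ± 4.3 (SD, n = 3) without, with a limma adjusted p of 0.319. In experiment 2 it took 63.9% ± 4.23 (SD, n = 3) under high stretch and 46.8% ± 4.5 (SD, n = 3) without, with a limma adjusted p of 0.33. ENSMUST00000225438 of Shroom3 took 16.8% ± 3.68 (SD, n = 6) and 8.99% ± 1.35 (SD, n = 3) in experiment 1, with a limma adjusted p of 0.249. ENSMUST00000113054 of Shroom3 took 60.1% ± 1.26 (SD, n = 3) and 74.8% ± 2.99 (SD, n = 3) in experiment 2, with a limma adjusted p of 0.252. None of these differences passed after adjustment over all transcripts in these fits. With the plate position block ENSMUST00000225438 of Shroom3 passed under low stretch, at a limma adjusted p of 0.0391, where its alternatives ranged from 0.0391 to 0.445.

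**Figure D4:**
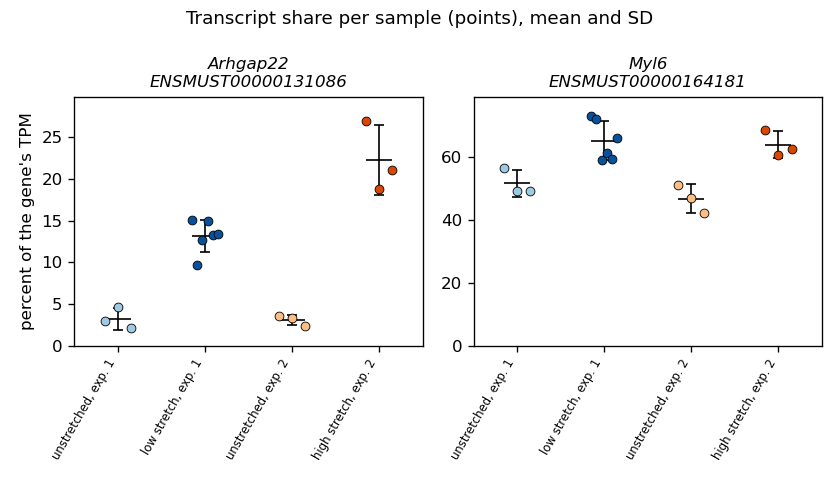
Share of the gene's TPM, in percent (y axes, from 0), taken by ENSMUST00000131086 of Arhgap22 and by ENSMUST00000164181 of Myl6 in the 4 groups (x axes); each point is a sample, and bars give the mean and SD. ENSMUST00000131086 of Arhgap22 had a mean of 13.2% under low stretch and 22.3% under high stretch, against 3.22% and 3.07% in the unstretched cells of the same experiments.

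The usage change differed between the stretch effects for 9 of 26551 transcripts in 8 genes at a limma adjusted p under 0.05, with 1289 at an unadjusted p under 0.05. Of these 9 transcripts, 7 were listed at 0 in every sample of at least one group. With the replicate block, at mean same-number correlations of -0.0723 and 0.227 in the experiments, none of the 9 was kept: 0 passed, and 970 had an unadjusted p under 0.05. With the plate position block 8 passed, 6 of the 9 among them, and without a filter on low values 9 passed, 5 of the 9 among them.

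Transcripts annotated as retained introns took 4.30% ± 0.39 (SD, n = 6) of all TPM under low stretch and 4.71% ± 0.27 (SD, n = 3) without, with a two-sided exact permutation p of 0.155, where the smallest possible p is 0.0119. In experiment 2 they took 2.94% ± 0.2 (SD, n = 3) under high stretch and 3.06% ± 0.27 (SD, n = 3) without, with an exact permutation p of 0.6, where 3 against 3 samples cannot go below 0.1. Transcripts annotated for nonsense-mediated decay took 2.09% ± 0.047 (SD, n = 6) and 2.12% ± 0.04 (SD, n = 3) in experiment 1, with an exact permutation p of 0.381. In experiment 2 they took 2.17% ± 0.062 (SD, n = 3) and 2.21% ± 0.09 (SD, n = 3), with an exact permutation p of 0.6. With same-numbered samples paired (mean correlations across genes -0.0723 and 0.227 in the experiments), the retained intron difference was -0.506 points in experiment 1 and -0.114 in experiment 2, and that for nonsense-mediated decay -0.0215 and -0.0451, with replicate block exact sign-flip p-values of at least 0.5. An exact permutation within plate runs, added after the values were seen, gave a two-sided p of 0.0741 for retained introns in experiment 1, where all 6 stretched samples lay below the unstretched sample of their run and the smallest possible p is 0.037, with an adjusted p of 0.296 over the 4 such tests. For nonsense-mediated decay in experiment 1 the exact p within runs was 0.407, and in experiment 2 the runs are the replicate numbers. All 4 unpaired tests had a Benjamini-Hochberg adjusted p of 0.6.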

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

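The tests of transcripts listed at exactly 0 were chosen only after the result was seen. In the low-stretch group, 33 per-sample measures were checked for a sample far from the others. That gave 2 such samples, where chance gives about 1.65.

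The total count of low-stretch replicate 2 was 396.7 M (megacounts), against 290.1 M for the nearest of the other 5 samples. Depth does not account for the calls of that comparison: thinning every library to the smallest total, 262.0 M, kept 1118 of the 1181 genes with the same sign. No biological explanation of the total was tested. Adamtsl1 stood at 0.905 CPM in low-stretch replicate 6, against 0.463 CPM for the next sample. It remained below every unstretched sample, whose lowest value was 3.04 CPM. No explanation was tested for this sample's value. The number of distant samples, 2 among 33 measures, is close to the 1.65 that chance gives, which does not decide on this one. Among the low-stretch samples, replicate 6 also had the highest values of Cnmd, Cldn19, Egr2 and Chst1. It had the lowest value of Il11, but not of Fam189a1, Serpinb9b, Cmah or Il1rl1. The value of Adamtsl1 may therefore not be an isolated one.

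The usage change differed between the stretch effects for 9 transcripts. Their limma adjusted p-values were 2.37e-05 for ENSMUST00000140554 of Rita1, 0.000187 for ENSMUST00000224657 of Cmah, 0.00315 for ENSMUST00000224122 of Spire1, 0.0231 for ENSMUST00000159217 of Pdcd10, 0.0231 for ENSMUST00000117442 of Prelid3b, 0.0358 for ENSMUST00000182248 of Zfp566, ENSMUST00000088785 of Zfp566 and ENSMUST00000220878 of Eipr1, and 0.0406 for ENSMUST00000159528 of Insig2. Of these, 7 were listed at 0 in every library of at least one group, or 77.8%, against 319 of the 26551 tested transcripts, or 1.2%. ENSMUST00000224122 of Spire1, ENSMUST00000159217 of Pdcd10, ENSMUST00000117442 of Prelid3b, ENSMUST00000220878 of Eipr1 and ENSMUST00000159528 of Insig2 were listed at 0 in all 3 unstretched samples of experiment 2. ENSMUST00000140554 of Rita1 was listed at 0 in all 3 unstretched samples of experiment 1, and ENSMUST00000224657 of Cmah was listed at 0 in every sample but the 3 of high stretch. ENSMUST00000182248 of Zfp566 was listed at 0 in 2 unstretched samples of experiment 2 and at 9.21% of its gene in the other one. Among the 64 joint splits that part the same-numbered samples in both experiments, 4 gave as many transcripts, and the largest other count was 533. A count as large therefore also arises in other splits, which compare numbers of calls and not these transcripts. The 64 include the real split of experiment 1 with the groups of experiment 2 swapped, which contrasts the sum of the stretch effects. That split is not a chance one, so these counts cannot decide whether chance explains the 9 calls. In the 15 fits that each left out a sample, the transcripts of Rita1, Cmah and Spire1 passed in all 15 and the others in 4 to 9. Zeros that arise when the estimator gives a transcript no reads may account for calls among the 7, and the pattern cannot be told apart from that. For the gene counts of the same contrast, 0 genes were found (547 at an unadjusted p under 0.05). Every split gives at least 0, so the 64 joint splits cannot decide on chance there. The largest other count was 3340, again with the swapped split among the 64.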

How the results depend on the processing

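The number of genes called under low stretch, 1181, was within a factor of 1.5 under RLE size factors, no filter, a mean count of at least 100, pooled unstretched samples and corrections for GC content or gene length alone. Pooling gave 254 higher and 957 lower genes and kept 634 of the 1181 calls. RLE size factors kept 1158 of them, no filter 954 and a mean count of at least 100 kept 898. DESeq2 called 2837 genes (1314 higher, 1523 lower), one fit of all 15 samples 640 (143 higher, 497 lower) and the replicate block 490. The plate position block called 6106 genes, or 6450 with a GC correction and 6520 with a length correction. The fits that each left out a sample gave from 220 to 1630 genes. The cause of these shifts was not tested, except that plate runs deviated together, as a mean correlation of 0.449 shows.

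For the 643 high-stretch genes, DESeq2 called 1403, no filter 1050, a mean count of at least 100 gave 414, and all 15 samples in one fit 1488. The replicate block, the same as the plate position block here, gave 1546, a GC correction 1576, the replicate block with a GC correction 2457 and the replicate block with a length correction 1867. Leaving out a sample gave from 14 to 1421. The cause was not tested. The count of 12941 genes that differed between the unstretched groups stayed within a factor of 1.5 under the 6 other settings. The GC correction kept 6788 of those calls. Leaving out a sample gave from 9312 to 15698. The test of the difference between the stretch effects gave 0 genes under every setting but the plate position block, which gave 3, and from 0 to 0 when a sample was left out.

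The 280 shared genes became 835 with DESeq2, 481 without a filter, 184 at a mean count of at least 100, 508 with all 15 samples in one fit, 1296 with the plate position block and 554 with a GC correction, and from 10 to 498 when a sample was left out. The cause was not tested.

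Usage calls under low stretch, 4 transcripts, became 1 at a pseudocount of 0.01, 75 at a pseudocount of 1, 91 without a filter, 47 with diffSplice, 0 with the replicate block (2402 at an unadjusted p under 0.05) and 37 with the plate position block, and from 1 to 8 when a sample was left out. Under high stretch the 0 calls became 3 at a pseudocount of 1, 7 without a filter, 2 on the linear scale, 38 with diffSplice and 242 with all 15 samples in one fit, and from 0 to 10 when a sample was left out. The 9 calls for the difference between the effects became 14 at a pseudocount of 0.01, 0 at a pseudocount of 1, 5 at a minimum of 5 TPM, 15 with diffSplice, 0 with the replicate block and 0 with transcripts listed above 0 in every sample (1116, 970 and 1092 at an unadjusted p under 0.05), the last of which leaves 8 of the 9 untested, and from 3 to 107 when a sample was left out. Genes called for both usage and expression under low stretch, 3, became 0 at a pseudocount of 0.01, 40 at a pseudocount of 1, 39 without a filter, 8 with diffSplice, 0 with the replicate block, 23 with the plate position block and 1 with all 15 samples in one fit, and from 0 to 2 when a sample was left out. Under high stretch they became 1 at a pseudocount of 1, 2 without a filter and 43 with all 15 samples in one fit, and from 0 to 1 when a sample was left out. The cause was not tested.

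The direction of the YAP target set under low stretch, which fry gave as down at a mean log2 fold change of 0.0989, reversed with camera (0.0989), RLE size factors (0.106), the replicate block (0.141) and the plate position block (0.102), and the mean ranged from 0.0207 to 0.215 when a sample was left out. The podocyte set under low stretch no longer passed with camera (mean -0.117, adjusted p 0.332) or with the replicate block (mean -0.123, adjusted p 0.153), with adjusted p-values from 0.00688 to 0.332 over its alternatives, and its mean ranged from -0.125 to -0.0947 when a sample was left out; under high stretch it ranged from -0.229 to -0.061. For the splicing set under low stretch, which fry gave as up at a mean of -0.00929, the direction given by fry reversed to down with the replicate block (-0.0320), while the mean was below 0 in both. Its means ranged from -0.0225 to 0.0214 under low stretch and from -0.124 to 0.171 under high stretch when a sample was left out. The YAP target set under high stretch ranged from 0.122 to 0.462. Retained intron shares differed by -0.558 to -0.297 points under low stretch and by -0.225 to 0.0361 points under high stretch when a sample was left out, and nonsense-mediated decay shares by -0.042 to -0.00578 and -0.0967 to -0.016 points. The cause was not tested.

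Among named genes, pooled unstretched samples reversed Ccn1 (-0.68), Nphs1 (-0.15), Myl6 (-0.54) and Synpo (-0.41) under low stretch and Nphs1 (0.17) under high stretch. The replicate block reversed Synpo under low stretch (-0.0968) and under high stretch (-0.000915, the same for the plate position block), as did all 15 samples in one fit under high stretch (-0.00823). Leaving out a sample moved Ccn1 from -0.18 to 0.51 under low stretch and from -0.15 to 0.52 under high stretch, Nphs1 from -0.78 to 0.0677 and Synpo from -0.17 to 0.22 under high stretch. ENSMUST00000220322 of C230072F16Rik reversed at a pseudocount of 1 (0.024). That transcript had passed at a pseudocount of 0.1, whereas Ccn1, Nphs1, Myl6 and Synpo had not passed for expression. The cause was not tested. Over 40 results for named genes there were 788 refits, of which 706 gave the same call and direction, 41 were weaker, 25 stronger and 16 reversed. For 20 results on transcripts there were 396 refits: 257 the same, 129 weaker, 9 stronger and 1 reversed.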

Other observations

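Every test of unstretched replicate 3 of experiment 2, of Xist and of the cell cycle genes, and the GC content, gene length and zero-value tests, were chosen only after the pattern they address had been seen. The GC content tests of Xist, of nuclear RNA and of that replicate were added after the uncorrected results were known, and the value of Fos was known when the immediate early genes were listed.

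Other splits of the samples were compared with the real one. For low stretch, 1 of the 8 splits that part the same-numbered pairs gave as many genes, the real one, and the next highest gave 0. That number of splits cannot give a share under 0.05. Among all 84 splits of the 9 samples, 2 gave as many genes. The other one, with 1658 genes, set the 3 samples of plate run 2 against the rest, so that run differed from the other runs by as many genes as stretch did. The same split gave 0 genes for run 1 and 159 for run 3. Each run holds stretched and unstretched samples, and among the 27 splits that take 1 sample from each run, 1 gave as many genes, the next highest giving 1. For high stretch, 1 of 4 splits that part the pairs gave as many genes, and 1 of 4 did so for the difference between the unstretched groups. Those designs cannot give a share under 0.05 either. For the genes shared by both stretch comparisons, 1 of 64 joint splits gave as many, and no other split gave any. That follows from the splits within each experiment, where the others gave 0 genes, and is no further evidence.

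The 4 transcripts called under low stretch were matched or exceeded by 1 of the 8 splits that part the pairs, by 2 of the 27 splits within plate runs and by 6 of all 84 splits, 1 of which gave 48. These splits were fitted without a block. Chance remains an explanation for the count of 4 in that fit, and with the plate position block 37 transcripts passed, all 4 among them, for which no splits were fitted. One of the 4 transcripts, or 25%, was listed at 0 in a whole group, against 28 of 27720 tested. Zeros do not account for the other 3, which were above 0 in all 9 samples and kept their calls when only transcripts listed above 0 in every sample were tested. For the 3 genes called for both usage and expression under low stretch, 1 of 8 splits gave as many. Under high stretch, 0 transcripts (1881 at an unadjusted p under 0.05) and 0 genes called for both were found. Every split gives at least 0, so the 4 splits cannot decide on chance there. For the fry test of the podocyte genes, 1 of 8 splits under low stretch and 1 of 4 under high stretch gave as low a p. For the YAP target genes the numbers were 8 of 8 and 2 of 4, and for the splicing regulators 5 of 8 and 3 of 4. Among all 84 splits of experiment 1, 1 gave as low a p for the podocyte genes. The numbers were 82 for the YAP target genes and 34 for the splicing regulators.

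Technical explanations of the gene counts were weighed. A GC content correction kept 1042 of the 1181 low-stretch calls and 627 of the 643 high-stretch calls with the same sign. A gene length correction kept 1153 and 615. Thinning to the smallest library kept 1118 and 561. None of these corrections accounts for the stretch calls. One remaining hypothesis is an effect of stretch common to both experiments, with 1 of 27 splits within plate runs giving as many genes in experiment 1. In experiment 2 the number of splits is by itself too low to exclude chance. Of 636 genes called there and tested in both comparisons, 635 (99.8%) had the same sign under low stretch, in separate samples. That argues against chance for those calls, although genes are not independent replicates. Between the unstretched groups, the length correction kept 12016 and thinning kept 12170 of the 12941 calls, whereas the GC correction kept 6788, or 52.5%. Across genes, the log2 difference between the experiments had a Spearman correlation of 0.656 with GC content, against 0.0138 for low stretch and 0.0287 for high stretch. Part of the difference between the experiments may thus follow GC content, and library preparation and cell state cannot be told apart here.

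Xist was counted at 1074 ± 284 CPM (SD, n = 3) in the unstretched cells of experiment 1 and at 92.4, 52.2 and 253.2 CPM in those of experiment 2, without TMM scaling. Unscaled values widen the gap. The TMM factor was 0.784 for unstretched replicate 2 of experiment 2 and 1.15 for unstretched replicate 1 of experiment 1. With TMM scaling the log2 difference of Xist was -2.78, with an edgeR adjusted p of 0.00533. A reactivated X chromosome would raise X-linked genes, but their median log2 difference lay below that of autosomal genes by -0.66 (424 and 12571 genes), and at -0.0647 after the GC correction. The median GC content was 46.0% for X-linked and 49.7% for autosomal genes. With the GC correction the difference of Xist was -1.49 with an edgeR adjusted p of 0.00609, so GC content may account for part of the fall. Whether it accounts for all of it stays open, because a trend over all genes need not capture the bias of 1 gene. Of the other nuclear long non-coding RNAs tested, Malat1, Neat1, Kcnq1ot1, Airn and Firre, all 5 fell with an adjusted p under 0.05, and 5 did so after the GC correction. A candidate explanation is a lower share of nuclear RNA in the libraries of experiment 2, which has no separate measurement here.

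Unstretched replicate 3 of experiment 2 lay 0.488 of the way from the other unstretched samples of its experiment to those of experiment 1 on the first principal component. Thinning every library to the smallest total left it at 0.48, and removing the GC trend of each library left it at 0.508, so neither accounts for its place. A mixed sample would give equal mixing shares from genes higher in either experiment, but the median share was 0.256 for 1537 genes higher in experiment 1 and 0.828 for 8 genes higher in experiment 2, a difference of -0.572. The last number rests on 8 genes. Without TMM scaling, the sample also had the highest CPM among all 15 samples for 10 of 12 immediate early genes, and for 9 of 11 without Fos. Jun was only just highest, at 139 against 134 CPM, so that count could differ with scaling. Fos stood at 238 CPM against 26.8 CPM in the next sample, and Egr1 at 1100 against 215 CPM. An immediate early response in that culture, for example from handling, may thus set it apart, as a hypothesis from the same data. Those 10 genes lay above the samples of both experiments, so they do not address its place between the experiments. The cause of that place was not tested. Unstretched replicate 3 is also the sample whose removal raised the high-stretch count most, to 1421 genes.

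Cell cycle genes were examined because dividing cells could differ between groups. The fry test of 12 such genes gave adjusted p-values of 0.661 for low stretch, 0.661 for high stretch and 0.661 for the difference between the unstretched groups, at mean log2 fold changes of -0.119, -0.145 and -0.178. With the plate position block they were 0.208 for low and 0.208 for high stretch. No common shift was detected, although all 12 genes were lower under low stretch. In the plate runs of experiment 1, Ccn2 was higher in the stretched samples than in the unstretched sample of the run by 1.52, 1.18 and 1.47 on the log2 scale, and Wt1 changed by -1.37, -1.60 and -0.83.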
